A study of Mus musculus with 36 samples. Its data were reported in "Hepatocyte-specific perturbation of NAD+ biosynthetic pathways in mice induces reversible nonalcoholic steatohepatitis–like phenotypes" (2021).

How the data were processed

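Total RNA was sequenced from 3 kinds of sample taken from each of 12 female mice. Liver (L) was a piece of the median lobe collected after the blood had been cleared by perfusion and before collagenase. Cell suspension (CS) was the washed suspension of cells before plating, dissociated from the rest of the liver once the median lobe had been removed. Contrasts with liver, and differences of the genotype effect against liver, therefore also compare lobes. Primary hepatocytes (PH) were the cells after 24 h of culture on collagen. Of the mice, 6 lacked Nampt in hepatocytes through Alb-Cre (HNKO) and 6 were floxed littermates without Cre (WT). The mice were 10 to 12 weeks old when they were moved to a purified diet, which they ate for 3 to 5 weeks. The mouse number in the labels joins the 3 libraries of a mouse. Across genes, the median correlation between libraries of the same mouse, after removal of group means, was 0.32 for liver with cell suspension, 0.1 for liver with primary hepatocytes and 0.16 for cell suspension with primary hepatocytes, against -0.039, -0.016 and -0.028 for libraries of different mice.

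The authors prepared libraries from 500 ng of RNA after ribosomal RNA depletion, aligned the reads to GRCm38 with STAR (version 2.7.2b in the labels; the paper gives an earlier one for this experiment) and counted fragments with featureCounts 1.6.4, keeping only those with both ends aligned. The values used here are the raw fragment counts per gene that the authors deposited, with no normalization applied to them. The strand setting of the counting is not stated, so counts of antisense genes and of genes that overlap another gene are uncertain, as are counts divided among close paralogs such as the haemoglobin, Gml, Sult and Cyp2 genes. The table holds 54232 genes and 36 libraries. A symbol was found for 54079 genes by matching the identifiers to GENCODE M21 (the study names M22), and the 153 genes without one held 0.02% of the counts. Coordinates are GENCODE M21 on GRCm38, counted from 1.

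The analysis used 35 libraries. The study left out 1 library of low quality without naming it. The library left out here was chosen by a rule set before the data were examined, namely the library of the 36 with the lowest mean Spearman correlation of log2 CPM with its own sample type, provided it was a WT liver. It was the WT liver of mouse 558, with a mean correlation of 0.7768 against 0.9406 to 0.983 for the others and a total of 2547422 counts. Genes were kept by filterByExpr of edgeR with a minimum count of 10, which left 14932 genes. The 39300 genes not tested held 0.086% of the counts. Library sizes were scaled by TMM. CPM values are TMM-scaled, and log2 CPM values carry a prior count of 2.

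Differences were tested with the quasi-likelihood F test of edgeR 4.0.16 in its earlier form (legacy = TRUE) in R 4.3.3, with 1 coefficient for each of the 6 groups and 12 contrasts. These were HNKO against WT in each sample type, each pair of sample types in each genotype, and the difference of the genotype effect between each pair of sample types. All tests were two-sided. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the tested genes of a contrast. Standard errors (SE) of log2 fold changes are the fold change divided by the square root of F. For Nampt, an exact permutation test of the difference in mean log2 CPM was added in each sample type.

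For each of 27 gene lists, written before the data were examined, a shift against all other tested genes was tested with camera of limma 3.58.1 at a preset correlation of 0.01, and adjusted over the 27 lists of a contrast. The same test with a correlation estimated from the data was run beside it. Of the gene list tests over the 12 contrasts, 172 were called with the preset correlation and 8 with the estimated one, so most list results hold only where genes of a list are taken as nearly independent. Members of each list were also counted after adjustment over the list alone. The lists of OXPHOS subunits, cholangiocyte markers, cell junctions and matrix genes follow themes that the study drew from these or sibling samples, so they are not independent evidence. Sox9 and Tm4sf4 of the cholangiocyte list rose in cultured hepatocytes, so the marker lists are not specific to 1 cell type, and some genes, such as Slc10a1, are in more than 1 list.

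Genes were named by a rule set before the data were examined. For the genotype effect in each sample type these were Nampt and, among called genes with a mean of at least 1 CPM in the higher group and no predicted gene, the 10 largest rises and the 10 largest falls. For cell suspension and primary hepatocytes against liver in WT the rule took 5 of each with at least 10 CPM, and for differences of the genotype effect 5 of each with at least 1 CPM. Up to 4 members of each list with the smallest p could be named, as could Epcam, Ncam1, Spp1, Sox9, Krt7 and Alb. A fold against a group with no counts is given as a lower bound from a floor of 3 counts over the group. Floors cover counting error only. Some genes that the rule allows are not reported here.

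The test was tried on simulated counts with the real library sizes and dispersions, 14648 genes and 200 genes changed by known folds. It recovered 79.1% of genes changed 2-fold in liver, 82.1% in cell suspension and 85.1% in primary hepatocytes. At 1.5-fold it recovered 44.8%, 46.3% and 58.2%, and at 4-fold 97%, 95.5% and 93.9%. False calls made up 5.77%, 3.25% and 5.39% of the calls. A simulated list of 50 genes shifted by -0.35 (log2) in liver was found by camera, and no random list of the 100 drawn passed. The simulated genes were drawn independently, with 1 spread per gene and no effect of mouse, so these rates do not carry over to the real data. With genotypes permuted on the real counts, a median of 9 lists was called in liver, 9 in cell suspension and 8 in primary hepatocytes.

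Alternatives set before the data were examined were all 36 libraries, RLE size factors, no filter on low counts, the current quasi-likelihood method of edgeR (legacy = FALSE), DESeq2 1.42.0, the mouse as a fixed block or as a random effect, only the groups compared, an estimated correlation for gene lists, and leaving out each mouse in turn. A fit without the WT primary hepatocyte library of mouse 544 was added after the data were seen. To ask how often chance gives as much, genotypes were permuted over mice (100 of 462 splits) and sample types were exchanged within mice (32 splits).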

Results

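RNA was sequenced from liver (median lobe), from a cell suspension of the other lobes and from primary hepatocytes plated from that suspension. The samples came from 6 WT and 6 HNKO mice. The aim was to ask how the loss of Nampt changes hepatocyte transcripts in the intact organ and outside it. Each of the 6 groups held 6 libraries, except WT liver with 5. Total counts ranged from 12967740 to 17728246 in WT liver and 9688267 to 18165949 in HNKO liver. They ranged from 8698735 to 18930462 in WT cell suspension, 14157949 to 20350519 in HNKO cell suspension, 11536206 to 18850215 in WT primary hepatocytes and 9614358 to 19689114 in HNKO primary hepatocytes. Alb, which encodes albumin, took the most counts in every group. Its mean share was 12.21% in WT liver, 10.55% in HNKO liver, 11.63% in WT cell suspension, 10.66% in HNKO cell suspension, 5.757% in WT primary hepatocytes and 4.553% in HNKO primary hepatocytes. Mitochondrially encoded mRNAs took 5.22% ± 0.923 (SD, n = 5) of the counts in WT liver and 5.12% ± 0.586 (n = 6) in HNKO liver. Their share was 7.46% ± 1.26 (n = 6) in WT and 7.30% ± 2.77 (n = 6) in HNKO cell suspension, and 4.22% ± 1.25 (n = 6) in WT and 2.91% ± 0.242 (n = 6) in HNKO primary hepatocytes.

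Nampt encodes the enzyme that turns nicotinamide into nicotinamide mononucleotide in the salvage route to NAD, and was the gene deleted in hepatocytes. Nampt (ENSMUSG00000020572.8, chromosome 12, 32819545 to 32853349, plus strand, protein coding, GRCm38) fell in all 3 sample types. In liver it went from 81.5 ± 25.1 CPM (SD, n = 5) in WT to 40.9 ± 7.88 CPM (n = 6) in HNKO, a log2 fold change of -0.99 ± 0.21 (SE, adjusted p = 0.0142). In cell suspension it went from 99 ± 36.7 to 42.0 ± 13.3 CPM (n = 6 each), a change of -1.23 ± 0.20 (adjusted p = 0.00585). In primary hepatocytes it went from 202 ± 22.5 to 79.6 ± 7.49 CPM (n = 6 each), a change of -1.34 ± 0.20 (adjusted p = 0.000441). The level left in HNKO was 50.3% of WT in liver, 42.5% in cell suspension and 39.4% in primary hepatocytes. Every HNKO liver (31.3 to 52.1 CPM) lay below every WT liver (55.6 to 121 CPM), and the exact permutation test gave p = 0.00216. The HNKO primary hepatocytes (69.1 to 87.3 CPM) also lay below all WT ones (175 to 241 CPM; exact permutation p = 0.00216). The cell suspensions overlapped by a small margin, at 27.8 to 59.1 CPM in HNKO and 58.5 to 159 CPM in WT (exact permutation p = 0.00433). For Nampt in liver the adjusted p was 0.0562 without mouse 548 and 0.0534 without mouse 554, with log2 fold changes of -0.98 and -0.81. With all 36 libraries the adjusted p was 0.169 for Nampt in liver and 0.149 for Nampt in cell suspension, and with only the groups compared it was 0.16 in cell suspension.

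**Figure D1:**
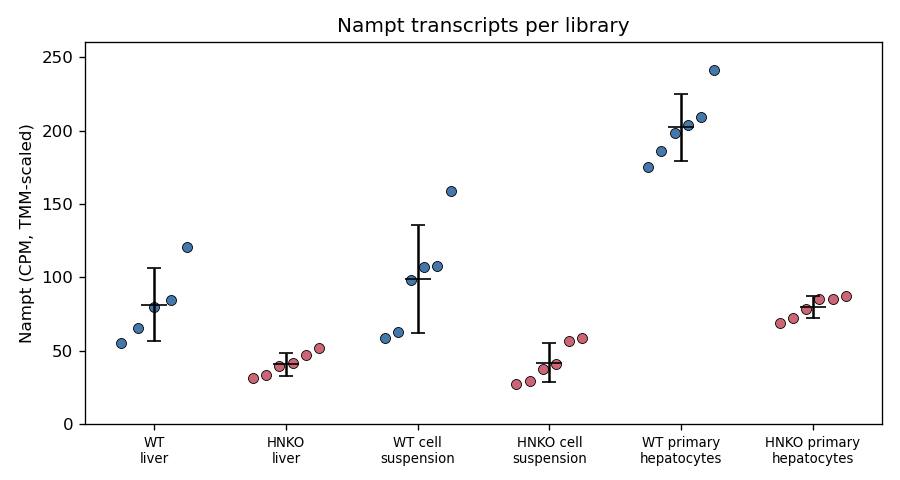
Nampt in each library, in TMM-scaled CPM, by sample type and genotype, with bars for the mean and SD. All HNKO primary hepatocyte libraries lie between 69.1 and 87.3 CPM and all WT ones between 175 and 241 CPM.

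The genotype effect in liver asks which transcripts of the intact organ differ when hepatocytes lack Nampt. Nuclear genes for subunits of the oxidative phosphorylation complexes (OXPHOS) were lower in HNKO liver as a group, with a negative fold change for all 75 subunits (adjusted p = 3.8e-36; 0.16 with an estimated correlation). Cib3, which encodes a calcium- and integrin-binding protein, rose by 4.39 ± 0.75 (log2, SE) from 1.21 ± 0.539 to 25.5 ± 24.3 CPM (SD, n = 5 and 6, adjusted p = 0.00494). It lies on chromosome 8 at 72204335 to 72212837 on the minus strand, and all 6 HNKO livers were above the WT median. Dct, the gene of dopachrome tautomerase, fell by 2.28 ± 0.35 from 14.6 ± 5.80 to 3.00 ± 1.41 CPM (adjusted p = 0.00376). Aqp4, a water channel, fell by 2.34 ± 0.43 from 5.63 ± 1.90 to 1.12 ± 0.620 CPM (adjusted p = 0.0064). Both were lower than the WT median in all HNKO livers. Markers of cholangiocytes, the cells of the bile ducts, were higher as a group (adjusted p = 0.0174 with an estimated correlation). Genes of the extracellular matrix were higher with the preset correlation alone (adjusted p = 0.235 with an estimated correlation).

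In liver 225 genes were called, 154 higher and 71 lower in HNKO, of which 112 and 19 changed at least 2-fold. With all 36 libraries the balance turned, with 266 higher and 475 lower. Besides Cib3, the largest rises at a mean of at least 1 CPM included the ubiquitin-like gene Ubd, at 4.70 ± 0.94 (log2, adjusted p = 0.00966), and the collagen chain Col6a5, at 4.43 ± 0.77 (adjusted p = 0.00716). Shc2, Dclk1, Scube3, Sprr1a, Vcan, Gipc2 and Cdh6 followed at log2 fold changes between 4.31 and 3.15. Ubd was low in both groups, at 0.124 ± 0.110 CPM in WT and 3.43 ± 4.54 CPM in HNKO, and was above the WT median in 5 of 6 HNKO livers. The largest falls besides Dct and Aqp4 were those of Lmod3, at -3.08 ± 0.63 (adjusted p = 0.0142), Nat8f7, Sult5a1, Sult2a7, Kcnk10, Tiam2, Grid1 and AI463170, down to -1.42. AI463170 is annotated as an antisense gene, and the Sult genes are close paralogs. Col6a5, Scube3, Aqp4, Dct and Kcnk10 were called under every alternative run. The number called for the genotype effect in liver moved with single mice, to 29 without mouse 548, 51 without 564, 56 without 554, 86 without 540, 87 without 556, 100 without 552, 124 without 544 and 138 without 566. It was 405 without 546 and 505 without 562.

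The 75 OXPHOS subunits had a median log2 fold change of -0.35 in liver, with quartiles of -0.46 and -0.27. Of these, 15 were called over all genes and 69 when adjusted over the list alone. The list was shifted at an adjusted p = 3.8e-36 with the preset correlation, and the call was lost at an adjusted p = 0.16 with an estimated correlation. The complex I subunit Ndufb8 fell by 0.57 ± 0.11 (log2, SE), from 105 ± 7.41 to 70.5 ± 15.4 CPM (adjusted p = 0.00966). Cox8a, of complex IV, fell by 0.51 ± 0.11 (adjusted p = 0.0142), Cox5b by 0.54 ± 0.12 (adjusted p = 0.0161) and the complex III subunit Uqcr10 by 0.67 ± 0.15 (adjusted p = 0.0245). The 11 mRNAs encoded by the mitochondrial genome had a median of -0.30, none was called, and their list was not called either (adjusted p = 0.117). Genes of NAD synthesis had a median of -0.27 with none of 18 called over all genes and 1 higher and 1 lower when adjusted over the list alone (adjusted p = 0.0043; 0.505 with an estimated correlation). The 24 NAD-consuming enzymes centred on 0.01 (adjusted p = 0.93).

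**Figure D2:**
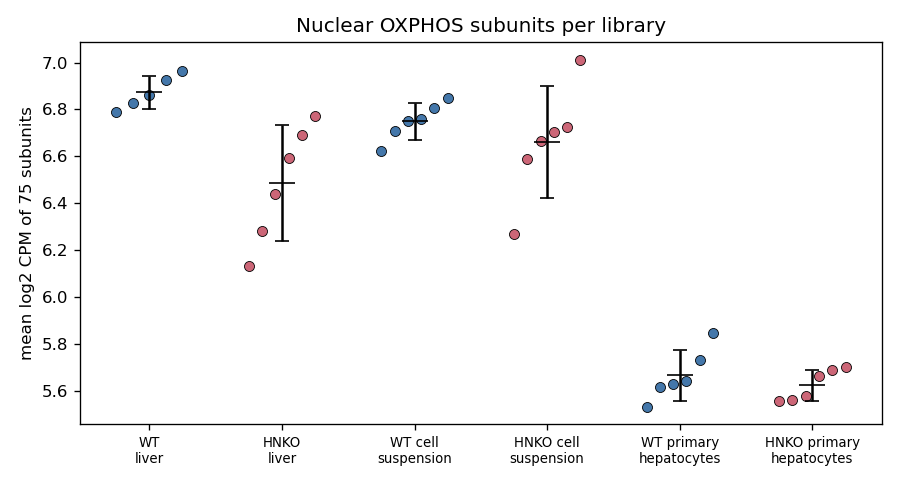
Mean log2 CPM of the 75 nuclear OXPHOS subunits in each library, by sample type and genotype, with bars for the mean and SD. WT livers lie between 6.789 and 6.964, HNKO livers between 6.134 and 6.772, and primary hepatocytes of both genotypes between 5.531 and 5.846.

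Cholangiocyte and oval cell markers had a median of 1.86 in liver, with quartiles of 1.07 and 2.30. Of 21 markers, 7 were called over all genes and 14 when adjusted over the list alone. The list was shifted at an adjusted p = 5.14e-14, and it was the single list whose genotype effect was also called with an estimated correlation (adjusted p = 0.0174). Bicc1 rose by 1.96 ± 0.39 from 5.40 ± 1.37 to 21 ± 11.7 CPM (adjusted p = 0.00966) and Tspan8 by 2.75 ± 0.52 (adjusted p = 0.00716). Cd24a rose by 2.30 ± 0.47 and the adhesion molecule Ncam1 by 2.80 ± 0.64. Spp1, the gene of osteopontin, rose by 3.11 ± 0.80 from 43.6 ± 6.48 to 377 ± 492 CPM (adjusted p = 0.0395), with all 6 HNKO livers above the WT median. The Spp1 call was lost without mouse 540, 548, 552, 554, 556, 564 or 566, and the Ncam1 call without 544, 548, 554 or 564, with adjusted p up to 0.185 (Spp1, genotype effect in liver) and 0.0985 (Ncam1, genotype effect in liver). Epcam (1.76 ± 0.54, adjusted p = 0.0828), Krt7 (1.88 ± 0.58, adjusted p = 0.085) and Sox9 (0.28 ± 0.28, adjusted p = 0.636) were not called, nor was Alb (-0.38 ± 0.19, adjusted p = 0.287).

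Collagens and genes of matrix remodelling had a median of 1.11 in liver, with 5 of 44 called and 28 when adjusted over the list alone (adjusted p = 2.66e-14; 0.235 with an estimated correlation). Among them Tgfb2 rose by 2.35 ± 0.42 (adjusted p = 0.00561), Eln by 1.76 ± 0.42, Loxl2 by 1.37 ± 0.34 and Lox by 3.07 ± 0.78. Cell junction and cytoskeleton genes had a median of 0.39, with 5 of 60 called and 21 when adjusted over the list alone (adjusted p = 1.26e-10; 0.101 with an estimated correlation), and included Myh9 (0.57 ± 0.12), Anxa5 (1.08 ± 0.25), Anxa2 (1.42 ± 0.34) and S100a11 (1.56 ± 0.39). Cell cycle genes had a median of 1.37 with none of 31 called over all genes and 12 when adjusted over the list alone (adjusted p = 1.22e-07; 0.505 with an estimated correlation). The HNKO liver of mouse 552 stood apart in these genes, at a mean log2 CPM of 3.346 against 0.984 to 1.617 in the other HNKO livers, and without that mouse the median was 0.65 with 3 of 29 called when adjusted over the list alone. Leukocyte markers other than those of macrophages had a median of 0.58, with 1 of 20 called and 4 when adjusted over the list alone (adjusted p = 0.00492; 0.505 with an estimated correlation). The p53 response genes had a median of 0.25 and 1 of 20 called (adjusted p = 0.0245; 0.505 with an estimated correlation), namely Tnfrsf10b at 2.5 ± 0.47. Immediate early genes had a median of 0.42 with none of 26 called over all genes and 4 when adjusted over the list alone (adjusted p = 0.0413; 0.591 with an estimated correlation). With the preset correlation the p53 call was lost without mouse 552, 556 or 566 (adjusted p up to 0.137), and the immediate early call without 540, 548, 552, 554, 556 or 566 (up to 0.129).

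Lists on the lower side in HNKO liver, besides OXPHOS and NAD synthesis, were hepatocyte identity at a median of -0.29 (adjusted p = 1.64e-05), periportal genes at -0.54 (adjusted p = 0.000367), fatty acid oxidation at -0.26 (adjusted p = 0.000505), cytochrome P450 and conjugation at -0.32 (adjusted p = 0.00129), cholesterol synthesis at -0.17 (adjusted p = 0.0157) and the circadian clock at -0.31 (adjusted p = 0.0413). None of these 6 was called with an estimated correlation, where the adjusted p ran from 0.505 to 0.667. Without mouse 552 the median was -0.16 for fatty acid oxidation, -0.23 for P450 and conjugation and -0.18 for hepatocyte identity, and without mouse 556 it was -0.39 for fatty acid oxidation. With the preset correlation the adjusted p for cholesterol synthesis was 0.304, 0.357 and 0.19 without mice 540, 562 and 564, and the call of the clock was lost without mouse 540, 548, 552, 554, 556, 564 or 566 (up to 0.0979). No single gene of hepatocyte identity, of the periportal zone, of fatty acid oxidation, of cholesterol synthesis or of the clock was called over all genes. Adjusted over the list alone, 6 of 32 hepatocyte identity genes were lower, and 2 periportal genes were higher and 5 lower of 20. Within the P450 list Cyp3a11 rose by 1.09 ± 0.28 from 987 ± 111 to 2100 ± 428 CPM (adjusted p = 0.0382) while Cyp2d40 fell by 0.81 ± 0.20 (adjusted p = 0.0295). The lists of stellate cells (median 0.38, adjusted p = 0.0643), Kupffer cells (0.14, adjusted p = 0.0776), endothelial cells (0.07, adjusted p = 0.414) and erythroid transcripts (0.44, adjusted p = 0.386) were not called. Nor were pericentral genes (-0.09, adjusted p = 0.386), lipogenesis (-0.19, adjusted p = 0.0776), bile acids (-0.16, adjusted p = 0.0993), the integrated stress response (0.16, adjusted p = 0.107), the acute phase (0.03, adjusted p = 0.426) and oxidant defence (0.06, adjusted p = 0.786, with a test statistic of the opposite sign). The chemokine receptor gene Cx3cr1, of the Kupffer cell and macrophage list, rose by 3.05 ± 0.58 from 0.872 ± 0.0729 to 7.30 ± 5.80 CPM (adjusted p = 0.00737).

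**Figure D3:**
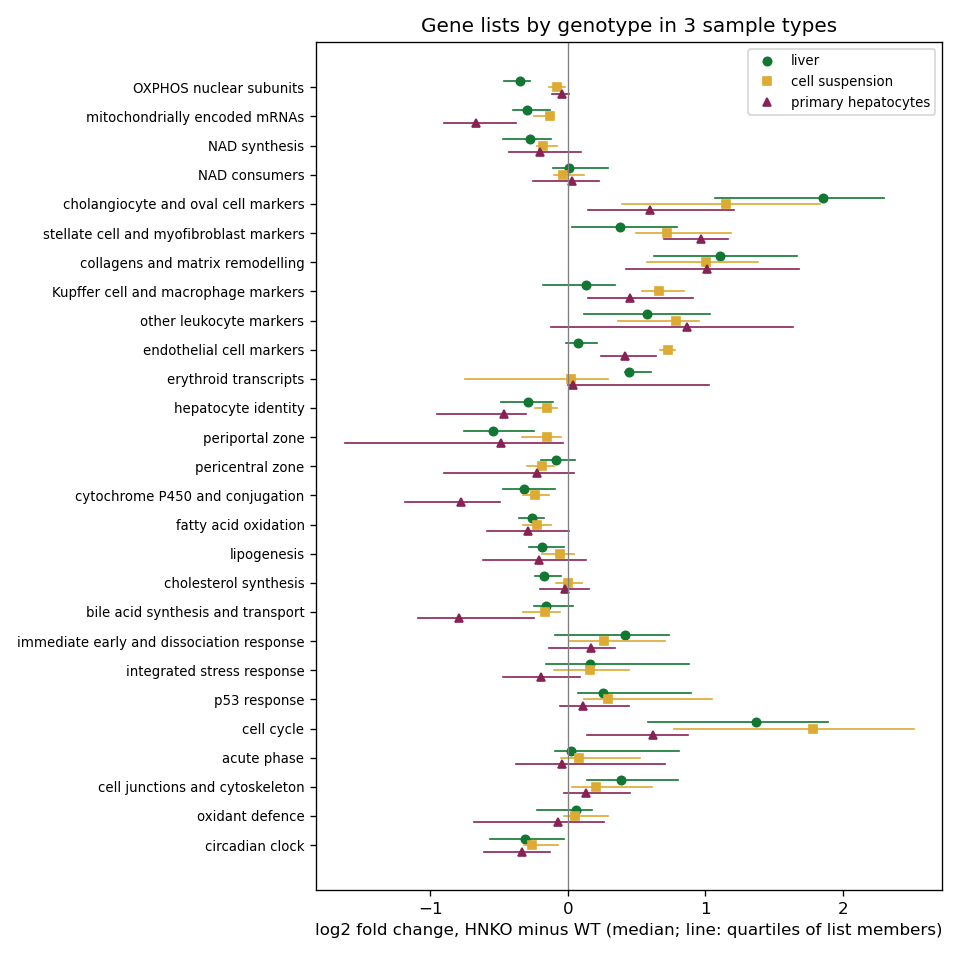
Median log2 fold change of each of the 27 gene lists for HNKO against WT in liver, cell suspension and primary hepatocytes, with lines from the lower to the upper quartile of the list. The OXPHOS median is -0.35 in liver, -0.082 in cell suspension and -0.043 in primary hepatocytes.

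The genotype effect in cell suspension asks whether the differences remain once the organ has been taken apart and washed. Nampt fell, and Cib3, Ccdc120 and Atp11a rose, and no other gene was called with edgeR, though DESeq2 called more. Cib3 rose by 4.65 ± 0.74 (log2, SE) from 0.757 ± 0.310 to 19.3 ± 18.3 CPM (SD, n = 6 each, adjusted p = 0.00557). Ccdc120 (chromosome X, 7731714 to 7750905) rose by 2.04 ± 0.35 from 0.623 ± 0.299 to 2.64 ± 0.851 CPM (adjusted p = 0.00684). The phospholipid flippase gene Atp11a (chromosome 8, 12757014 to 12868728) rose by 1.19 ± 0.22 from 11.1 ± 3.93 to 25.5 ± 7.71 CPM (adjusted p = 0.0187). All 3 were above the WT median in 6 of 6 HNKO suspensions and were also called higher in HNKO liver. The number of calls for the genotype effect in cell suspension was 4 at 2135 genes with an unadjusted p under 0.05. It moved to 2 without mouse 564, 15 without 566, 52 without 540, 88 without 546 and 595 without 544. The Atp11a call was lost without mouse 548, 552, 554, 562 or 564 and the Ccdc120 call without 556 or 564, with adjusted p up to 0.109 (Atp11a, genotype effect in cell suspension) and 0.0611 (Ccdc120, genotype effect in cell suspension).

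In cell suspension 18 of the 27 lists were called with the preset correlation, 10 higher and 8 lower, and none with an estimated correlation, where the adjusted p of these lists ran from 0.333 to 0.525. Collagens and matrix genes had a median of 1.01 (adjusted p = 1.17e-13; 16 of 44 when adjusted over the list alone), and endothelial markers 0.73 (adjusted p = 3.92e-12; 18 of 20 when adjusted over the list alone). Cell cycle genes had a median of 1.79 (adjusted p = 2.67e-10; 26 of 31 when adjusted over the list alone), but the HNKO suspension of mouse 552 was at a mean log2 CPM of 4.034 against 0.404 to 1.802 in the others. Without that mouse the median was 0.47 for cell cycle genes, with 2 of 29 called when adjusted over the list alone, 0.59 for collagens and matrix genes, 0.31 for stellate cell markers and 0.15 for Kupffer cell markers. Cholangiocyte markers had a median of 1.15 (adjusted p = 4.15e-07; 8 of 21 when adjusted over the list alone) and stellate cell markers 0.72 (adjusted p = 7.78e-06). Other leukocyte markers had a median of 0.79 (adjusted p = 0.000536) and Kupffer cell markers 0.67 (adjusted p = 0.000854). Cell junction genes had a median of 0.21 (adjusted p = 1.88e-05), p53 response genes 0.29 (adjusted p = 0.0013) and immediate early genes 0.27 (adjusted p = 0.00955). OXPHOS subunits had a median of -0.08 with none of 75 called (adjusted p = 7.39e-06; 0.525 with an estimated correlation). Without mouse 552 the median was -0.002 with an adjusted p of 0.0726 for OXPHOS subunits by genotype in cell suspension. The other lists on the lower side were mitochondrial mRNAs (-0.13), NAD synthesis (-0.18), hepatocyte identity (-0.15), pericentral genes (-0.19), P450 and conjugation (-0.24), fatty acid oxidation (-0.22) and bile acids (-0.17), with adjusted p from 6.42e-05 to 0.0373. Without mouse 552 the medians were -0.16 for P450 and conjugation, -0.13 for fatty acid oxidation, -0.11 for bile acids, -0.09 for hepatocyte identity and -0.34 for mitochondrial mRNAs. Leaving out 1 mouse ended the calls of mitochondrial mRNAs (540, 546, 556 or 562, adjusted p up to 0.271), pericentral genes (542, 544, 558 or 564, up to 0.121) and immediate early genes (544, 562 or 566, up to 0.0991). No member of a list passed over all genes with edgeR. Spp1 was at 86.7 ± 60 CPM in HNKO and 11.4 ± 4.18 CPM in WT suspensions (2.91 ± 0.76, adjusted p = 0.0981), and the endothelial gene Clec4g at 121 ± 47.8 and 64.2 ± 18.6 CPM (0.91 ± 0.19, adjusted p = 0.0612).

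The genotype effect in primary hepatocytes asks what the loss of Nampt does after a day in culture. Arg1, of the urea cycle, fell by 2.67 ± 0.46 (log2, SE) from 219 ± 116 to 34.3 ± 31.7 CPM (SD, n = 6 each, adjusted p = 0.000743; chromosome 10, 24915221 to 24927484). Cps1, which starts that cycle, fell by 2.85 ± 0.60 from 645 ± 755 to 89.4 ± 76.5 CPM (adjusted p = 0.00252; chromosome 1, 67123026 to 67231259). The steroid hydroxylase gene Cyp17a1 fell by 3.06 ± 0.48 from 40.7 ± 17.9 to 4.86 ± 5.36 CPM (adjusted p = 0.000441). Hpgd, which inactivates prostaglandins, fell by 2.62 ± 0.40 from 58.4 ± 34.6 to 9.44 ± 6.08 CPM (adjusted p = 0.000441). Col1a1, a chain of type I collagen, rose by 3.22 ± 0.76 from 0.966 ± 0.836 to 9.35 ± 8.08 CPM (adjusted p = 0.00622).

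In primary hepatocytes 1913 genes were called (12.8% of those tested), 767 higher and 1146 lower in HNKO, of which 314 and 326 changed at least 2-fold. The largest rises were those of Acta2, at 3.71 ± 0.81 (adjusted p = 0.00329), Rasal1, Col1a2, Col1a1, Ccl6, Chil3, Fbln2, Il6, Cyp1b1 and Spp1, which went from 36.3 ± 61.4 to 205 ± 149 CPM (2.49 ± 0.73, adjusted p = 0.0226). The largest falls, besides Cyp17a1, Cps1, Arg1 and Hpgd, were those of Nlrp12, at -4.46 (adjusted p = 0.00085), Csrp3, at -3.92 ± 0.70, the gluconeogenic genes G6pc, at -3.68 ± 0.73, and Pck1, at -2.84 ± 0.57, Eif4ebp3 and Cyp2b10. The count for the genotype effect in primary hepatocytes was 855 without mouse 554, 924 without 558, 1157 without 542 and 1176 without 556. It was 1242 without 566, 1261 without 564 and 3793 without 544. It was 3858 without the primary hepatocyte library of mouse 544 alone, in which Arg1, Cps1, Hpgd and Spp1 lay within or near the HNKO range. With only the primary hepatocyte libraries in the fit, that library among them, 3 genes were called. The fit of all 6 groups gives each gene 1 shared estimate of the spread, so the 1913 calls rest on that sharing. The Spp1 call was lost without mouse 542, 548, 554, 556, 558, 564 or 566, with an adjusted p up to 0.0752 (Spp1, genotype effect in primary hepatocytes).

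Hepatocyte identity genes had a median of -0.46 in primary hepatocytes, with quartiles of -0.95 and -0.31. Of 32 genes, 17 were called lower and 21 when adjusted over the list alone (adjusted p = 2.3e-10; 0.468 with an estimated correlation), among them the asialoglycoprotein receptor gene Asgr1 (-1.28 ± 0.24, adjusted p = 0.00117), F9 (-0.52 ± 0.099, adjusted p = 0.00133) and Apoc3 (-1.08 ± 0.22, adjusted p = 0.00224). Cytochrome P450 and conjugation genes had a median of -0.78, with 21 of 41 called lower and 28 when adjusted over the list alone (adjusted p = 4.89e-14; 0.468 with an estimated correlation). Cyp2a12, Cyp3a25 and Cyp2c29 fell by 1.47 ± 0.29, 1.40 ± 0.27 and 1.35 ± 0.28. Bile acid genes had a median of -0.79 and 12 of 26 called (adjusted p = 4.09e-06; 0.468 with an estimated correlation), among them the phospholipid transporter gene Abcb4, which fell by 1.56 ± 0.32. Periportal genes (-0.49, adjusted p = 0.00247), fatty acid oxidation (-0.29, adjusted p = 0.00725) and mitochondrial mRNAs (-0.67, adjusted p = 0.0171) were also on the lower side, each with an adjusted p of 0.624 with an estimated correlation. Without mouse 564 the mitochondrial mRNAs had an adjusted p of 0.0719. The mitochondrial mRNA mt-Cytb fell by 0.99 ± 0.25 from 3730 ± 1630 to 1880 ± 215 CPM (adjusted p = 0.0106). On the higher side were collagens and matrix genes at a median of 1.02 with 14 higher and 3 lower of 44 (adjusted p = 1.43e-07), stellate cell markers at 0.97 (adjusted p = 0.00247) and cholangiocyte markers at 0.60 (adjusted p = 0.00498). So were cell junction genes at 0.13 (adjusted p = 0.00572), endothelial markers at 0.42 (adjusted p = 0.0103) and Kupffer cell markers at 0.46 (adjusted p = 0.0211). Without mouse 552 the median of Kupffer cell markers was -0.26 (adjusted p = 0.111), and that call was also lost without 554 or 564 (0.0617 and 0.0719). For each of these 6 lists the adjusted p was 0.624 with an estimated correlation.

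OXPHOS subunits had a median of -0.04 in primary hepatocytes, and the list was not called (adjusted p = 0.271). Of the 75, Cox7a2 alone was called over all genes (-0.42 ± 0.14, adjusted p = 0.0476) and none when adjusted over the list alone. Members of the NAD synthesis list were called in both directions, with Acmsd at -2.27 ± 0.61 (adjusted p = 0.0145), Haao at -0.95 ± 0.25 (adjusted p = 0.0129) and Nadk at 0.55 ± 0.17 (adjusted p = 0.0259). The list was not called (adjusted p = 0.0719). The paper places NADK among enzymes that consume NAD, and not every list member need raise NAD. These signs therefore do not show which way NAD synthesis moved. Haem oxygenase, Hmox1, fell by 1.37 ± 0.26 from 267 ± 115 to 103 ± 29.4 CPM (adjusted p = 0.00117). The glutathione gene Gclm fell by 0.73 ± 0.15 (adjusted p = 0.00214), among 9 genes of oxidant defence that were called lower and 1 higher of 31, though the list itself was not called (adjusted p = 0.0704). The mitochondrial serine enzyme Shmt2 fell by 0.82 ± 0.16 (adjusted p = 0.00167). The annexin gene Anxa3 rose by 1.01 ± 0.24 from 171 ± 70.2 to 344 ± 62.8 CPM (adjusted p = 0.00691).

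**Figure D4:**
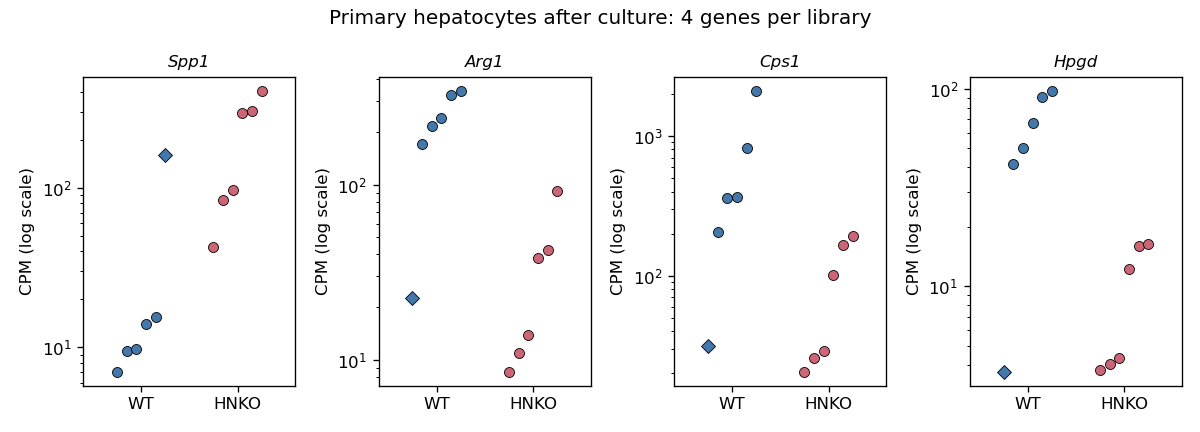
Spp1, Arg1, Cps1 and Hpgd in each primary hepatocyte library, in TMM-scaled CPM on a log scale, with WT and HNKO side by side. The diamond marks the WT library of mouse 544, with 162 CPM of Spp1 against 7.06 to 15.6 in the other WT libraries.

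The genes called in more than 1 sample type were counted; a shared call does not show that the effects are of equal size. Liver and primary hepatocytes shared 24 genes called higher in HNKO, where 7.9 would be shared if calls were independent, and 7 called lower, against 5.4. The calls are not independent, as both come from the same mice and share the spread of 1 fit, so the excess is not a test. The higher ones included Spp1, Bicc1, Vcan, S100a11, Ddr1, Adgrg1 and Atp11a, and the lower ones were Nampt, Dct, Kcnk10, Hopx, Slc3a1, Cmtm8 and Cyp2d40. Those shared genes outside the naming rule, such as Ddr1, Adgrg1, Hopx, Slc3a1 and Cmtm8, were chosen after their values were seen. A pair of genes was called in opposite directions. Atp11a and Nampt were the genes called in all 3 sample types. Across genes, which are not independent replicates, the log2 fold changes correlated at 0.601 between liver and cell suspension, 0.355 between liver and primary hepatocytes and 0.37 between cell suspension and primary hepatocytes, and permuting genotypes over mice gave medians of 0.295, 0.109 and 0.22.

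Cell suspension against liver in WT asks what dissociation and washing do before any culture, though the lobes differ too. Immediate early genes, which respond within minutes to stress, rose most. Fosb rose by 9.44 ± 0.61 (log2, SE) from 0.0971 ± 0.113 to 78.8 ± 23.2 CPM (SD, n = 5 and 6, adjusted p = 1.76e-12). Fos rose by 7.21 ± 0.53 from 1.58 ± 0.824 to 235 ± 64.9 CPM (adjusted p = 2.34e-11) and Jun by 5.61 ± 0.38 from 13.0 ± 7.46 to 634 ± 169 CPM (adjusted p = 2.88e-12). Haemoglobin transcripts fell most, with Hbb-bs going from 56.6 ± 33.0 to 0.646 ± 0.456 CPM (-6.34 ± 0.65, adjusted p = 3e-08). Markers of leukocytes were also lower in the suspension.

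Of 522 genes called in WT between cell suspension and liver, 154 were higher and 368 lower in the suspension. Atf3 (5.90 ± 0.55) and Egr1 (5.79 ± 0.52, from 14.0 ± 8.68 to 779 ± 136 CPM) completed the 5 largest rises. Hba-a1 (-5.40 ± 0.60), Gsn (-2.68 ± 0.41), the long non-coding gene AI480526 (-2.36 ± 0.25) and Igfbp5 (-2.22 ± 0.36) completed the 5 largest falls. The immediate early list had a median of 2.28 with 18 of 26 called higher (adjusted p = 2.17e-46; 6.91e-06 with an estimated correlation). Erythroid transcripts had a median of -5.58 with 4 of 5 called lower (3.86e-14; 0.000927 with an estimated correlation) and other leukocyte markers -2.26 with 8 of 20 called lower (1.83e-18; 0.00453 with an estimated correlation). The remaining 12 called lists were not called with an estimated correlation. They included cholangiocyte markers at -1.63 with Krt19 at -3.09 ± 0.65 (adjusted p = 8.97e-06; 0.166 with an estimated correlation) and stellate cell markers at -0.94 (5.51e-09; 0.278). They also included collagens and matrix genes at -0.91 (6.27e-08; 0.414) and mitochondrial mRNAs at 0.60 (2.04e-05; 0.278). The acute phase (0.22), endothelial markers (0.39), fatty acid oxidation (0.18), bile acids (0.13) and hepatocyte identity (0.08) were on the higher side. Cholesterol synthesis (-0.55), Kupffer cell markers (-0.53) and OXPHOS subunits (-0.11) were on the lower side, and for these 8 lists the adjusted p with an estimated correlation ran from 0.166 to 0.786. In HNKO mice 802 genes were called, 289 higher and 513 lower. The list medians there were 2.72 for immediate early genes, -6.46 for erythroid transcripts, -1.91 for other leukocyte markers and -2.12 for cholangiocyte markers, all 4 called with an estimated correlation as well. With the mouse as a block the HNKO number was 1233 (cell suspension against liver in HNKO), and it was 526 without mouse 540. For cell suspension against liver in WT it was 300 without mouse 564, 310 without 548, 325 without 556 and 338 without 554.

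Primary hepatocytes against liver in WT asks how far a day in culture takes hepatocytes from the organ. Most tested genes differed between culture and liver. Cyp7a1, which starts bile acid synthesis, fell by 8.70 ± 0.75 (log2, SE) from 54.1 ± 26.0 to 0.141 ± 0.184 CPM (SD, n = 5 and 6, adjusted p = 2.74e-12; chromosome 4, 6265612 to 6275633). Clec4g, a marker of sinusoidal endothelium, fell by 9.41 ± 0.36 from 52.2 ± 2.29 to 0.0618 ± 0.0577 CPM (adjusted p = 8.44e-21). The acute phase gene Lcn2 rose by 8.51 ± 0.80 from 25.3 ± 14.7 to 9200 ± 1980 CPM (adjusted p = 1.98e-11).

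In WT 11299 genes were called between primary hepatocytes and liver (75.7% of those tested), 5596 higher and 5703 lower in culture, and 2887 and 4014 changed at least 2-fold. The 5 largest rises were of genes without a single count in the 5 WT livers, so their folds are lower bounds against 3 counts over that group. Gml was at least 497-fold higher, Gml2 at least 426-fold, Hmga2 at least 383-fold, Duox2 at least 374-fold and Npy at least 343-fold, with means of 22.5 ± 7.44, 19.3 ± 6.51, 17.4 ± 20.5, 17.0 ± 5.70 and 15.6 ± 7.20 CPM in culture. Besides Clec4g and Cyp7a1, the largest falls were those of Hbb-bs (-10.1 ± 0.85), Hba-a1 (-9.26 ± 0.81) and the succinate receptor gene Sucnr1 (-8.76 ± 0.40). In HNKO mice 11374 genes were called, 5623 higher and 5751 lower. Against cell suspension, 11208 genes were called in WT primary hepatocytes, 5715 higher and 5493 lower, and 11310 in HNKO, 5693 higher and 5617 lower.

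In WT cultures 21 lists were called against liver with the preset correlation, and none with an estimated correlation, where the adjusted p of the 21 ran from 0.152 to 0.473. Hepatocyte identity had a median of -2.37 with 30 of 32 lower (adjusted p = 2.54e-10), with the bile acid transporter gene Slc10a1 going from 1240 ± 251 to 12.2 ± 5.52 CPM. Pericentral genes had a median of -3.69 with 23 of 24 lower, periportal genes -3.15 with 15 of 20 and P450 and conjugation -2.66 with 37 of 41. Medians were also lower for fatty acid oxidation (-2.08, 32 of 34 genes lower), lipogenesis (-2.71, 22 of 26), cholesterol synthesis (-2.34, 22 of 25) and bile acids (-3.51, 22 of 26). OXPHOS subunits had a median of -1.21 with 74 of 75 lower (adjusted p = 4.93e-16; 0.178 with an estimated correlation). NAD synthesis had a median of -2.41 with 15 of 18 lower, Haao going from 616 ± 42.6 to 7.59 ± 2.63 CPM. The markers of Kupffer cells (-4.98), other leukocytes (-4.89), endothelium (-2.40) and stellate cells (-2.25), the erythroid transcripts (-9.26) and the mitochondrial mRNAs (-1.16) were lower too. In these lists Cd4 and Hbb-bt had no count in WT cultures and were at least 25-fold and 198-fold lower there. Higher lists were immediate early genes (2.41, 21 of 26 higher), the p53 response (2.37, 13 of 20), the acute phase (2.28, 19 of 24), the integrated stress response (1.76, 21 of 25) and cell junctions (1.51, 43 of 60). The lists of NAD consumers (0.47), cholangiocyte markers (-0.34), collagens and matrix (-1.19), cell cycle (0.59), oxidant defence (0.15) and clock (-0.85) were not called, with adjusted p from 0.0634 to 0.994. In the cholangiocyte list Sox9 rose by 2.74 ± 0.29 from 4.26 ± 1.21 to 28.6 ± 14.4 CPM (adjusted p = 2.34e-10).

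The difference of the genotype effect between sample types asks whether the loss of Nampt acts differently in the organ, the suspension and the culture. The glutathione transferase gene Gstt3 was lower in HNKO than WT liver, at means of 40.1 and 89.2 CPM, and not lower in culture, at 7.75 and 5.41 CPM. Its effects differed by 1.67 ± 0.33 (log2, SE, n = 5 to 6 per group, adjusted p = 0.0172). G6pc, which releases glucose from glucose 6-phosphate, went the other way, at 373 CPM in HNKO and 267 CPM in WT liver but 0.636 and 8.25 CPM in culture, a difference of -4.16 ± 0.94 (adjusted p = 0.025). Ubd was at 3.43 CPM in HNKO and 0.124 CPM in WT liver and at 15.9 and 12.9 CPM in culture (-4.40 ± 1.1, adjusted p = 0.0376). With the mouse as a block its adjusted p was 0.0616 (Ubd, difference of the genotype effect, primary hepatocytes against liver). OXPHOS subunits had a median difference of 0.32 between primary hepatocytes and liver, with 2 of 75 called and 16 when adjusted over the list alone (adjusted p = 3.29e-16; 0.985 with an estimated correlation). A called subunit was Cox5b at 0.64 ± 0.16 (adjusted p = 0.0376).

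Between primary hepatocytes and liver 236 genes had different genotype effects, 91 higher and 145 lower in the culture. With the mouse as a block the number was 378 (difference of the genotype effect, primary hepatocytes against liver). Besides Gstt3, the largest positive differences were those of Il34 (2.33 ± 0.58), Ctsc (1.66 ± 0.45), Tinagl1 (1.64 ± 0.38) and Tmem25 (1.54 ± 0.36). The largest negative ones, besides Ubd and G6pc, were those of F2rl1 (-4.96 ± 1.0), Fut1 (-4.49 ± 1.0) and Shc2 (-4.11 ± 0.88). Single mice moved the number to 8 without mouse 554, 21 without 548, 22 without 564, 32 without 558, 35 without 552, 40 without 556 and 56 without 542. It was 106 without 540, 110 without 566, 367 without 546 and 1005 without 544. The list of cytochrome P450 and conjugation had a median difference of -0.57 (adjusted p = 5.48e-05), cholangiocyte markers -0.99 (adjusted p = 0.0103), the integrated stress response -0.52 (adjusted p = 0.00975), bile acids -0.42 (adjusted p = 0.0103) and hepatocyte identity -0.15 (adjusted p = 0.0312), each with an adjusted p of 0.985 with an estimated correlation.

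Between primary hepatocytes and cell suspension 33 genes had different genotype effects, 6 higher and 27 lower in the culture. With the mouse as a block the number was 197 (difference of the genotype effect, primary hepatocytes against cell suspension). Zfp467 had a difference of 1.12 ± 0.21 (log2, SE, n = 6 per group, adjusted p = 0.0122), and Jade2, Fn3krp, Sdc2 and Dlg3 lay between 1.17 and 0.65. The muscle LIM protein gene Csrp3 was at similar means in HNKO and WT suspensions, 28.8 and 34.3 CPM, and at 0.0783 and 1.38 CPM in culture (-3.67 ± 0.79, adjusted p = 0.0426). Fut1, Ackr3, Plcl1 and Hivep3 had differences between -4.55 and -2.56. The number was 5 without mouse 554 or 558, 6 without 542, 7 without 552, 8 without 566 and 10 without 556 or 564. It was 11 without 540 or 562, 13 without 548, 153 without 546 and 647 without 544. P450 and conjugation had a median difference of -0.67 (adjusted p = 1.09e-06), hepatocyte identity -0.32 (adjusted p = 0.00055), the integrated stress response -0.44 (adjusted p = 0.0236), bile acids -0.34 (adjusted p = 0.0286) and cell cycle genes -1.01 (adjusted p = 0.0319), each with an adjusted p of 0.998 with an estimated correlation. Between cell suspension and liver 0 genes differed in genotype effect with edgeR at 673 genes with an unadjusted p under 0.05, and 0 with DESeq2 and with limma. For this pair OXPHOS subunits had a median difference of 0.29 (adjusted p = 7.59e-20), endothelial markers 0.67 (adjusted p = 3.03e-08), cholangiocyte markers -0.29 (adjusted p = 0.00331) and cell junction genes -0.09 (adjusted p = 0.0251), with adjusted p from 0.83 to 0.98 with an estimated correlation.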

Values the study reported

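The study reported hepatic NAD+ about 66% lower in HNKO mice on the purified diet, and NADP+ about 20% lower. Primary hepatocytes were cultured for 24 h.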

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

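The tests chosen only after the result was seen were those of a larger spread between suspensions, a lower share of hepatocytes, more cholangiocytes and matrix-producing cells, a mislabelled library, dilution by other liver cells and a further culture change.

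Of 180 tests for a sample far from the others of its group, 16 passed Dixon's test, where chance gives about 1 in 20. Values of lists are means of log2 CPM over the list. The WT primary hepatocytes of mouse 544 stood apart in mitochondrial mRNAs (5.22 against 6.42 to 7.05 in the other WT cultures), hepatocyte identity (7.14 against 7.8 to 8.12), collagens and matrix genes (3.16 against 1.79 to 2.24), Kupffer cell markers (1.6 against -1.01 to -0.17) and other leukocyte markers (-0.94 against -2.31 to -2.04). The WT suspension of that mouse stood apart in stellate cell markers (3.79 against 1.65 to 2.36), and its liver in clock genes (4.55 against 5.05 to 5.24). The HNKO suspension of mouse 552 had 12.6% of its counts in mitochondrial mRNAs (others 4.7% to 7.26%). It was also apart in Kupffer cell markers (5.59 against 3.32 to 3.88), other leukocyte markers (1 against -0.41 to 0.08), P450 and conjugation (7.67 against 8.08 to 8.32) and cell junctions (5.58 against 5.06 to 5.25). The liver of that mouse was apart in cell cycle genes (3.35 against 0.98 to 1.62). Mouse 556 was lower in fatty acid oxidation in WT liver (7.09 against 7.87 to 8.14) and in WT suspension (7.25 against 7.94 to 8.3). The HNKO suspension of mouse 562 held 20.35 M counts in total, and the others held 14.16 M to 15.25 M.

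Genotype effects differed between sample types for 236 genes (primary hepatocytes against liver) and 33 genes (primary hepatocytes against suspension). The genotypes permuted over mice gave at most 25 genes in the first comparison, and 1 of 100 splits was as large as the real one. In the second the highest other split gave 46, with 2 of 100 as large. Numbers as large were rare among the splits drawn, which does not exclude chance, and in the second comparison a permuted split gave more genes. Between suspension and liver 0 genes differed with edgeR (673 at an unadjusted p under 0.05), as in all 100 splits and all 21 alternatives, DESeq2 and limma among them. Named genes were Il34 (2.33), Gstt3 (1.67), Ctsc (1.66), Tinagl1 (1.64), Tmem25 (1.54), F2rl1 (-4.96), Fut1 (-4.49), Ubd (-4.4), G6pc (-4.16) and Shc2 (-4.11) for culture against liver. For culture against suspension they were Jade2 (1.17), Zfp467 (1.12), Fn3krp (0.8), Sdc2 (0.7), Dlg3 (0.65), Fut1 (-4.55), Ackr3 (-4.44), Csrp3 (-3.67), Plcl1 (-3.13) and Hivep3 (-2.56).

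List medians that differed with the preset correlation, and not with an estimated one, were these. Culture against liver gave OXPHOS 0.322, cholangiocyte markers -0.99, hepatocyte identity -0.152, P450 and conjugation -0.572, bile acids -0.418 and the integrated stress response -0.516. As large a median arose in 3, 3, 35, 1, 6 and 2 of the 100 splits. Culture against suspension gave hepatocyte identity -0.324, P450 and conjugation -0.667, bile acids -0.339, the integrated stress response -0.439 and cell cycle genes -1.006, with 3, 1, 9, 3 and 70 splits as large. Suspension against liver gave OXPHOS 0.29, cholangiocyte markers -0.288, endothelial markers 0.666 and cell junctions -0.094, with 3, 65, 9 and 25 splits as large. Fewer than 5 splits as large is rare for 1 list taken alone. These lists were picked from 27 per contrast by a test on the same data, with no adjustment of the splits, so chance is not excluded for them. For suspension against liver 2 of the 27 lists were under that limit.

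Far more genes were called for genotype in primary hepatocytes (1913) than in suspension (4). The counts moved with the fit: DESeq2 called 2437 and 233 (genotype effect in primary hepatocytes and genotype effect in cell suspension), edgeR without mouse 544 called 3793 and 595, and with only the groups compared it called 3 and 0. The 1913 and 4 came from 1 fit in which all 6 groups shared 1 estimate of the spread of each gene. A larger spread in suspension would therefore not by itself lower its count there. For genes that vary more in culture than the shared estimate, the culture test is too lenient. Fitted by sample type, the spread ran both ways. The common biological coefficient of variation was 0.237 in suspension and 0.275 in culture, but by genotype it was 0.201 and 0.291 in WT, which holds the culture of mouse 544, and 0.267 and 0.259 in HNKO. Equal effects missed in suspension were tested on genes chosen in some mice and measured in others. The suspension effect was a median of 0.33 of the culture effect, and under 0.8 in 32 of 34 splits that gave enough genes. The ratio ran from -17 to 2.6. Its extremes came from splits of 21 to 31 genes with a culture effect near 0 (-0.146 to 0.139), and ratios below 0 count as under 0.8 by sign only. In the remaining splits, of 64 to 1522 genes, it was 0.165 to 0.572. The rule set beforehand asked for a higher share of splits under 0.8 than was found, so equal effects are not excluded. The lower ratios in the larger splits hold for the genes chosen there, and the splits share mice. A genotype effect that runs along the culture response was asked in separate mice. A median of 56.7% of the chosen genes had the sign of their culture response (37.5% to 64% over splits). The share was 55.9% to 59.9% with mouse 544 outside the genotype estimate, and 37.5% to 64% on 13 to 53 genes with it inside. The correlation over all genes was 0.0078 to 0.13. The share thus depended on 1 mouse, which does not decide the question.

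OXPHOS subunits were lower in HNKO liver by a median of -0.35. Of 100 splits 1 was as large, the real one itself, with 0.348 the highest of the others. The margin is small and only 100 of 462 splits were drawn, so chance is not excluded. A lower share of hepatocytes that raises all other cells alike is argued against by the cholangiocyte list, whose lower quartile of 1.07 lay above the upper quartiles of endothelial (0.21) and Kupffer cell (0.34) markers. For a trend of transcript length and expression, 0% of 10000 matched random lists had a median as low (lowest -0.262). These lists were drawn gene by gene and do not carry the shared variation of the subunits, so the percentage does not decide the question. In cell suspension 0.08% of such lists were as low, though 45 of 100 permuted splits gave as large an OXPHOS median there. The matched lists had a median of -0.156, so part of the shift is shared with genes of like length and expression. More cholangiocytes and matrix-producing cells in HNKO liver could account for it and cannot be told apart from a change within hepatocytes, as OXPHOS subunits were lower than hepatocyte identity genes by -0.07 alone (exact permutation p = 0.489). The loss of Nampt itself stays open as a biological explanation.

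The WT primary hepatocyte library of mouse 544 lay near the HNKO libraries in many called genes, with Arg1 at 22.7 CPM (other WT 170 to 341, HNKO 8.61 to 92), Cps1 at 31.3 CPM (205 to 2090 and 20.6 to 193), Hpgd at 3.7 CPM (41.7 to 97.1 and 3.77 to 16.4) and Spp1 at 162 CPM (7.06 to 15.6 and 42.6 to 405). A wrong label is argued against by its Nampt of 209 CPM, inside the range of the other WT cultures (175 to 241) and far from HNKO (69.1 to 87.3). Dilution by other liver cells as the whole cause is argued against by the spread of its hepatocyte identity genes, with an interquartile range of 1.13 against 0.32 to 0.47 in the other WT cultures. A further culture change gave a correlation across genes of 0.0075 with the culture response in separate mice (-0.023 in a first version that shared WT libraries), and the state of its liver gave 0.1, and both stay open as possible sources. The deviation of the library correlated at 0.39 across genes with that of the suspension of the same mouse, where the pairing check gave a median of 0.16 over 12 mice, so a difference that was there before culture stays open too. Another biological explanation was not tested.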

How the results depend on the processing

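The fits without the WT primary hepatocyte library of mouse 544, and leaving out mice for lists other than OXPHOS, were chosen only after the data were seen. In all 21 alternatives the contrasts of primary hepatocytes with liver or suspension kept counts within 1.5 times those reported (9842 to 13321), and the difference of the genotype effect between suspension and liver stayed at 0. Nampt in primary hepatocytes stayed called, with an adjusted p of at most 0.014. OXPHOS subunits by genotype in liver kept their call in 18 of the 19 alternatives run for them, the exception being the estimated correlation. No OXPHOS or Nampt result and no named gene reversed. Counts were compared by size alone, and with all 36 libraries the balance of higher and lower genes turned for the genotype effect in liver. Among the lists called by genotype 1 changed sign, Kupffer cell markers in primary hepatocytes, at a median of -0.264 without mouse 552. RLE factors moved no median over all genes by more than 0.1. Of 1986 tests on 100 results for named genes, 1611 kept the call or its absence, 356 lost a call, 19 gained one and none reversed. In every alternative run for them, 37 of the results kept their call or its absence.

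For the results that changed, the cause was not tested. Fewer libraries were fitted where only the groups compared or fewer mice were used. For the genotype effect in primary hepatocytes this does not account for the fall with only the groups compared, as given below for mouse 544. With all 36 libraries the genotype effect called 741 genes in liver (266 higher, 475 lower, 188 of the 225 among them) and 811 in primary hepatocytes, cell suspension against liver in HNKO 504, and the difference of the genotype effect 82 for culture against liver and 3 for culture against suspension. Nampt in liver was then -0.753 (adjusted p = 0.169) and Nampt in cell suspension -1.227 (adjusted p = 0.149). Without a filter on low counts the genotype effect in cell suspension called 9, the genotype effect in primary hepatocytes 1242, and the difference for culture against liver 109. The current edgeR method (legacy = FALSE) called 386 for the genotype effect in liver and 9 in suspension.

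With the replicate block the number was 1233 for cell suspension against liver in HNKO, 378 for the difference of the genotype effect, primary hepatocytes against liver, and 197 for culture against suspension, and the block moved no other count of the contrasts of sample types and of the differences by more than 1.5 times. The call of OXPHOS for the difference of culture against liver was the same with it. A fixed block cannot be fitted with genotype effects, so none was run. It lost 1 of 40 named results. With the block as random effect the numbers were 2 (genotype effect in cell suspension), 1272 (cell suspension against liver in HNKO) and 425 (difference, culture against liver). DESeq2 called 544 genes by genotype in liver, 233 in suspension, 660 for the difference of culture against liver and 295 for culture against suspension. With only the groups compared, edgeR called 0 genes in suspension and 3 in primary hepatocytes by genotype, 443 for cell suspension against liver in HNKO, and 9 and 8 for the differences of culture against liver and against suspension. Nampt in cell suspension was -1.23 (adjusted p = 0.16).

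Without the primary hepatocyte library of mouse 544 the genotype effect called 24 genes in suspension, and the genotype effect in primary hepatocytes 3858 (1900 of the 1913 among them), and the differences 1239 for culture against liver and 849 for culture against suspension. With only the groups compared and without that library it called 3499 in primary hepatocytes, against 3 with that library. A smaller number of libraries thus does not account for the 3. The count depended on that library and on whether the spread was shared with liver and suspension.

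With an estimated correlation 8 gene list tests were called in place of 172. OXPHOS subunits then had an adjusted p of 0.16 in liver (median -0.35), 0.525 in suspension (-0.082) and 0.985 for the difference of culture against liver (0.322).

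Leaving out 1 mouse at a time, the genotype effect called 29 (548) to 505 (562) genes in liver, 2 (564) to 595 (544) in suspension and 855 (554) to 3793 (544) in primary hepatocytes. Cell suspension against liver called 300 (564) to 691 (544) in WT and 526 (540) to 967 (544) in HNKO. The differences called 8 (554) to 1005 (544) for culture against liver and 5 (554) to 647 (544) for culture against suspension. Nampt in liver ran from -1.103 (544) to -0.807 (554), and lost its call without 548 (adjusted p = 0.0562) and 554 (adjusted p = 0.0534). OXPHOS subunits by genotype in cell suspension ran from -0.156 (546) to -0.002 (552, adjusted p = 0.0726). In the simulated data 44.8% of genes changed 1.5-fold were recovered in liver, so changes of that size are often missed at this number of mice.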

Other observations

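All tests in this part were written before the results were seen, except those of OXPHOS against pericentral genes, of dilution of the HNKO cultures and of the library of mouse 544 against the genotype effect. With genotypes permuted over the mice, 1 of 100 splits, the real one itself, gave as many called genes in liver (225, highest other 35). The same held in primary hepatocytes (1913), though another split called 1560. In cell suspension 3 of 100 splits gave as many, the real one counted (4, highest other 19). Numbers as large were rare among the splits drawn, which does not exclude chance, and permuted genotypes exceeded the number in suspension. The 31 genes shared by liver and primary hepatocytes arose in 1 of 100 splits (highest other 1), but most permuted splits called 0 genes in liver or culture, so this does not test the overlap. The OXPHOS median in cell suspension (-0.082) was matched in size by 45 splits (highest other 0.193) and that in primary hepatocytes (-0.043) by 42 (highest other 0.114), so chance cannot be excluded. For the difference between culture and liver (0.322) 3 splits were as large (highest other 0.363), which is rare at this number of splits but does not exclude chance.

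The number of lists called does not tell real genotypes from permuted ones. It was 15 in liver, 18 in cell suspension and 12 in primary hepatocytes, the highest other split gave 19 in each, and 18, 5 and 29 of 100 splits gave as many. By the size of the median, 10 lists in liver, 7 in cell suspension and 10 in primary hepatocytes were exceeded or matched in fewer than 5 of 100 splits. In liver these include OXPHOS (1 split), cholangiocyte markers (1 split, highest other 1.578) and collagens and matrix genes (1 split, highest other 1.058). In primary hepatocytes they include hepatocyte identity (1 split, highest other 0.461), P450 and conjugation (1 split, 0.668) and bile acids (1 split, 0.641).

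With libraries exchanged within mice, 1 of 32 splits, the real one itself, was as large for each contrast of sample types, so no exchanged split reached the real number. These fits used the groups compared alone. In WT, mouse 558 has no liver library in the analysis, so the splits for the contrasts with liver exchange 5 pairs and include 1 that is nearly the mirror of the real grouping. In WT the real number and the highest other were 601 and 138 for cell suspension against liver, 10440 and 7979 for primary hepatocytes against liver, and 9842 and 0 for primary hepatocytes against cell suspension. In HNKO they were 443 and 1, 10246 and 840, and 9914 and 0.

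The correlation of genotype effects across genes was 0.601 between liver and cell suspension (highest of the permuted splits 0.565), 0.355 between liver and primary hepatocytes (0.303) and 0.37 between cell suspension and primary hepatocytes (0.437, with 10 splits as large). In the earlier test, the genotype effect of OXPHOS subunits over the livers was lower than that of pericentral genes by a difference of -0.27, which did not pass (exact permutation p = 0.268). Dilution of the HNKO cultures by other liver cells was asked of 56 markers of stellate, endothelial and Kupffer cells. Against WT liver they had a median of -2.38 (log2) and an upper quartile of -0.8 in HNKO cultures, where 27% of other cells would be needed for the fall of hepatocyte identity genes. From WT to HNKO cultures the summed CPM went from 215 to 314 for stellate, 203 to 251 for endothelial and 349 to 228 for Kupffer cell markers. The sums in WT liver were 659 for stellate, 772 for endothelial and 713 for Kupffer cell markers. Cholangiocyte and matrix genes were not among the 56. Cholangiocyte genes went the other way, with mean log2 CPM of 1.556 to 1.808 in HNKO cultures against 0.837 to 1.157 in WT liver. Matrix genes lay on both sides of WT liver, at 2.542 to 3.953 against 2.844 to 3.139. Dilution by other cells therefore stays open. The deviation of that library correlated at 0.76 across genes with the genotype effect estimated from separate WT mice, and at 0.39 with the deviation of the suspension of the same mouse.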
